A study of Drosophila melanogaster with 9 samples.

How the data were processed

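Whole-larva RNA of 3 genotypes with 3 replicates each was sequenced, 9 libraries in all. Per the labels' protocols, RNA was extracted from pools of 20 larvae and libraries were made with standard Illumina methods. The deposited values are raw read counts, 1 file per library with 34111 entries per file, each a RefSeq transcript accession. The aligner, the counter, the genome build and the strand setting are not stated in the labels or the file headers, so no coordinates are given.

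Transcripts were matched to genes through a RefSeq gene table of the assembly Release 6 plus ISO1 MT, used only for names and for which genes neighbour each other. Of the 34111 entries, 33766 matched with their version and 146 without it; 199 did not match and held 0.42% of counts. Counts were summed per gene, giving 17187 genes or unnamed entries, 16988 of them named. Exon structures came from a gene annotation of the same species, which had a structure for all 7320 genes with several transcripts and for 99.2% of tested genes.

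Groups were taken from the titles. The main model was edgeR 4.0.16 in R 4.3.3 with TMM factors, the default filter on low counts by group, and the robust quasi-likelihood test over all 9 libraries with 1 coefficient per genotype; 9106 genes were tested. Adjusted p-values are Benjamini-Hochberg adjusted over tested genes within a comparison, with a threshold of 0.05. TMM factors ran from 0.578 to 1.369. Standard errors of log2 fold changes were the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values use the TMM-adjusted library sizes. Folds against a genotype with at most 3 counts in each library were computed against that floor of 3 counts and are lower bounds. Log2 fold changes and the medians of gene lists came from the fit and do not use this floor. Gene lists were tested with the rotation test fry of limma 3.58.1, adjusted over 15 tests.

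Named genes were, for each comparison, the 4 with the largest and the 4 with the most negative log2 fold change among called genes with a mean of at least 5 CPM and no overlap between the genotypes, with the genotype genes and those genes of the fixed lists that were called in at least 1 comparison. Sgs3, TotF, AttB and the other genes listed at 0, and genes given as examples of counting, were named after their values were seen.

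The test was tried on simulated counts with 200 changed genes among 8819 tested. For tuSz1 against w1118 it made 101 calls, 97 of them true, and recovered 6% of genes changed 2-fold, 56.7% of those changed 4-fold and 83.3% of those changed 8-fold. For tuSz1 against hopTum it made 110 calls, 102 of them true. Where no gene was changed, hopTum against w1118, it made 0 calls, with 356 genes at an unadjusted p under 0.05.

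The alternatives fixed before the data were examined were DESeq2 size factors, total count scaling, the 50 most counted genes left out, no filter on low counts, a mean count of at least 50, the DESeq2 1.42.0 Wald test, fits of the 6 libraries compared, the replicate number as a block, an absolute log2 fold change of at least 1, the camera list test with an inter-gene correlation of 0.01, and leaving out each replicate in turn. The pairing in the replicate block comes from the replicate numbers in the titles. The alternatives chosen after seeing the data were single-transcript genes only, counts per transcript, thinning to equal depth, and the mean log2 CPM of 6 glue genes as a covariate. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.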

Results

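RNA from whole Drosophila melanogaster larvae of 3 genotypes was sequenced, with 3 replicate libraries per genotype, each made from 20 pooled larvae grown at 28 °C. The genotypes were w1118, a white-eyed laboratory strain used here as the control; hopTum, which carries a gain-of-function allele of hopscotch (hop), the fly JAK kinase; and tuSz1, a mutant strain in which tolerance of the animal's own tissue is lost. The series title names altered gene expression and activation of the IMD pathway, an innate immune signalling route that induces antimicrobial peptide genes, as the question. Total counts were 10900402, 10973053 and 10387052 in w1118 replicates 1 to 3, 9911149, 12180558 and 9552828 in hopTum, and 12041845, 13569934 and 14517286 in tuSz1. With the library sizes adjusted as described for the counts-per-million (CPM) scale, 3 counts corresponded to between 0.2 and 0.357 CPM by library, which is the counting floor used below and covers counting error only. The 50 most counted genes held 37.4% ± 0.611 (SD, n = 3) of counts in w1118, 40.1% ± 4.81 in hopTum and 49.5% ± 2.29 in tuSz1. Replicates correlated across genes with a Spearman rho of 0.921 to 0.973, where genes are not independent replicates. Each replicate pair differed by far more than sampling noise, with chi-square values of 49.8 to 245.6 per degree of freedom, so no library was counted as a copy of another.

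Counts were listed per transcript and summed per gene. Of 9668 genes with 1 listed transcript, 11.5% had no counts in any of the 9 libraries, against 32.1% of 7320 genes with 2 or more. The single-transcript genes held 93.6% of all counts and the others 6.0%. RpL32 and Gapdh1, which are used throughout the animal, were at 0 in all 9 libraries. A gene at 0 is described here as listed at 0, not as unexpressed. Genes at 0 in all libraries included atilla, Hml, key, Dredd, spz and AttB, which belong to gene lists fixed before the data were examined.

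**Figure D1:**
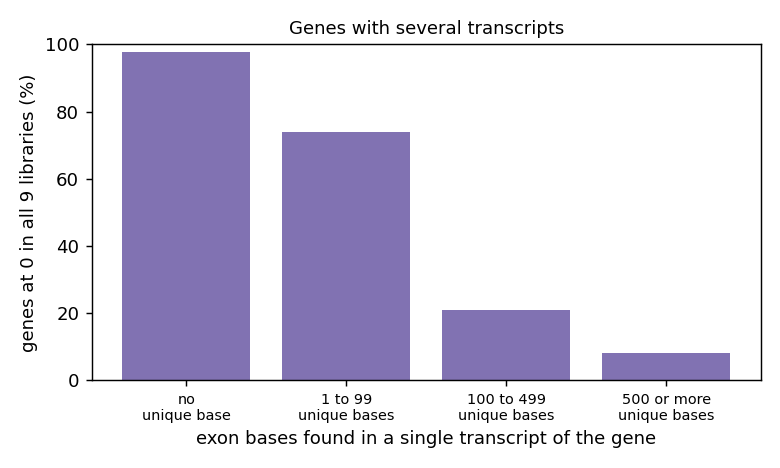
Percent of genes with several listed transcripts that had 0 counts in all 9 libraries (bars, y axis), by the number of exon bases found in a single transcript of the gene (x axis). The share was 97.7% of 352 genes with no such base, 73.9% of 1589 genes with 1 to 99, 21.0% of 3040 genes with 100 to 499 and 8.2% of 2339 genes with 500 or more.

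The genes that define or mark the genotypes were examined first. Transcripts of hop were at 144 ± 12.2 CPM (SD, n = 3) in w1118, 333 ± 151 in hopTum and 178 ± 13.03 in tuSz1. The difference between hopTum and w1118 was a log2 fold change of 1.21 (SE 0.32, adjusted p = 0.0244, edgeR quasi-likelihood test). hopTum replicate 2, at 178.4 CPM, lay well under replicates 1 and 3 at 479.4 and 341.3 CPM. Among the settings that lost this call were scaling to total counts (0.86, adjusted p = 0.124, edgeR) and 4 of the 6 fits that each left out 1 replicate. The white gene w was at 2.27 ± 0.79 CPM in w1118, against 173 ± 42.1 in hopTum and 101 ± 31.6 in tuSz1 (log2 fold changes of 6.25, SE 0.39, and 5.47, SE 0.38; adjusted p = 1.13e-06 and 3.36e-06, edgeR). The vermilion gene v was at 28.2 ± 7.85 CPM in w1118, 1.91 ± 1.44 in hopTum and 106 ± 50.4 in tuSz1. The yellow gene y was at 0.25 ± 0.22 CPM in w1118, 10.9 ± 9.2 in hopTum and 16.1 ± 16.5 in tuSz1, with no difference between the mutants beyond the spread of replicates (adjusted p = 0.727, edgeR). GCS1, a gene tied to tuSz1, had 2 listed transcripts and 0 counts in all 9 libraries, so it gave no check of that label. Each w1118 library had less w than every library of the other genotypes, while hop did not part all hopTum libraries from the others. Counts do not show which allele a library carries, so the hop level cannot check the hopTum label either way. The lower value of hopTum replicate 2 is thus no ground to doubt that library.

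The comparison of hopTum with w1118 asks which genes differ in larvae with an activated JAK kinase. These are different strains, so a difference cannot be credited to the kinase alone. Among 9106 genes tested, 1649 had an adjusted p-value under 0.05, of which 1043 were higher and 606 lower in hopTum. Over all tested genes, called or not, the 3 values of one genotype did not overlap the 3 of the other in 3554 (39.0%), where chance gives 10%. An absolute log2 fold change of at least 1 was reached by 1451. The alternative that moved this number most was leaving out w1118 replicate 2, with 823 genes. The balance of directions depended on scaling: 63.3% of called genes were higher under TMM, 59% under DESeq2 size factors, 50.7% when the 50 most counted genes were left out, and 37.5% under total count scaling, which moved the median log2 fold change of all genes from -0.05 to -0.41. The genes named by the rule set beforehand were TotE, CG30098, LysD and TotZ for the rise and Alp7, asRNA:CR45600, CG42717 and mthl8 for the fall. TotE had no counts in w1118 and 7293 ± 1305 CPM in hopTum, at least 34300-fold higher (adjusted p = 3.13e-07, edgeR). CG30098 was at least 656-fold and TotZ at least 454-fold higher. LysD rose from 0.55 ± 0.61 to 5757 ± 3410 CPM (log2 fold change 13.33, SE 1.13, adjusted p = 1.7e-05, edgeR). Alp7 fell from 732 ± 472 to 1.36 ± 1.03 CPM (log2 fold change -9.05, SE 1.12, adjusted p = 8.81e-04, edgeR). mthl8 was at least 254-fold, CG42717 at least 111-fold (31.6 ± 32.7 CPM in w1118) and asRNA:CR45600 at least 57.2-fold lower in hopTum. The CG42717 call was lost in some of the fits that each left out 1 replicate. TotE, TotZ and LysD belong to families of similar genes, and an antisense gene such as asRNA:CR45600 can share reads with its overlapping neighbour, so these values are uncertain.

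The comparison of tuSz1 with w1118 asks what differs in the strain where self-tolerance is lost. JAK/STAT targets rose in tuSz1 as in hopTum, as given below. The comparison is between strains, so its differences cannot be credited to lost self-tolerance alone. Here 1485 of 9106 genes passed, 909 higher and 576 lower in tuSz1. Of all tested genes 3514 (38.6%) did not overlap between the groups, against 10% by chance. An absolute log2 fold change of at least 1 was reached by 1388. Under total count scaling 2182 genes passed and the share higher went from 61.2% to 19.8%, with a median of all genes of -0.70. With the 50 most counted genes left out 48.4% were higher. CG12522, TotZ, TotX and CG44475 rose most by the rule. CG12522, TotZ and TotX had 0 counts in w1118 and were at least 885-fold, 449-fold and 286-fold higher in tuSz1, at 188 ± 122, 95.5 ± 36.5 and 60.9 ± 52.9 CPM. CG44475 rose from 0.38 ± 0.08 to 1504 ± 536 CPM (log2 fold change 11.92, SE 0.53, adjusted p = 1.59e-07, edgeR). Cpr49Ab, Achl, lncRNA:CR33948 and Eig71Ec fell most. The falls of Cpr49Ab, Achl and Eig71Ec were at least 43.1-fold, 45.5-fold and 74.9-fold, from 13.01 ± 3.74, 13.7 ± 10.4 and 22.6 ± 27.7 CPM. lncRNA:CR33948 fell from 219 ± 128 to 0.12 ± 0.2 CPM (log2 fold change -10.61, SE 2.09, adjusted p = 0.0155, edgeR). The calls of TotX, Achl and lncRNA:CR33948 were lost in some of the fits that each left out 1 replicate.

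The comparison of tuSz1 with hopTum separates the mutants from each other. It gave 880 genes, 503 higher and 377 lower in tuSz1. Of all tested genes 2653 (29.1%) did not overlap, against 10% by chance. Total count scaling gave 1408 genes with 27.6% higher, against 57.2% under TMM. Libraries with the same replicate number did not deviate together: the mean correlation of their deviations from the group means was -0.176. With the replicate block in the model 504 genes passed, 499 of them the same as without it. CG32071 rose from 3.11 ± 3.23 CPM in hopTum to 1509 ± 624 in tuSz1 (log2 fold change 8.92, SE 0.84, adjusted p = 1.64e-04, edgeR). CG12522 and CG6296 were also higher in tuSz1, with log2 fold changes of 7.72 (SE 0.75) and 7.26 (SE 0.61), and CG34273 was at least 73.7-fold higher on means, at 20.9 ± 23.2 CPM in tuSz1. TotE fell from 7293 ± 1305 to 15.9 ± 3.83 CPM (log2 fold change -8.84, SE 0.47, adjusted p = 1.79e-05, edgeR). LysD and lncRNA:CR44300 were lower with log2 fold changes of -7.89 (SE 0.91) and -8.14 (SE 1.05), both in tuSz1. Drsl4, also among the largest falls, was uneven in hopTum, at 4.29, 44.82 and 0.263 CPM (16.5 ± 24.7), so its fold is uncertain, and its call was lost in some of the fits that each left out 1 replicate. In the same comparison the median log2 fold change of the lamellocyte markers was -1.1 without the block and -1.06 with it (adjusted p = 1.78e-04 and 0.00154, rotation test), and that of the Toll targets -2.64 and -2.37 (adjusted p = 0.00588 and 0.0162). The IMD targets, at 0.9 and 0.85, the JAK/STAT targets, at -0.12 and -0.13, and the melanization genes, at -0.27 and -0.35, did not pass in either fit (adjusted p = 0.0701 and 0.154, 0.0572 and 0.118, 0.126 and 0.22).

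The same direction was called in both mutants against w1118 for 676 genes, 397 higher and 279 lower. These were 41% of the hopTum calls and 45.5% of the tuSz1 calls. Both comparisons share the w1118 libraries, so the overlap is not independent. A further 16 genes were called in opposite directions. tuSz1 differed the same way from both other genotypes in 377 genes, 271 higher and 106 lower.

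**Figure D2:**
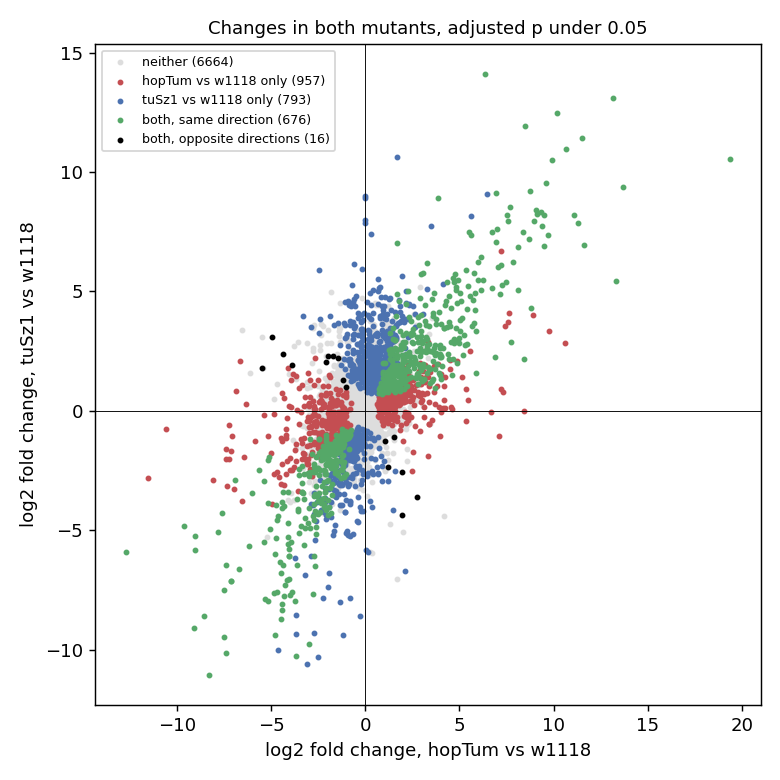
Log2 fold change against w1118 of each of the 9106 tested genes (points), in hopTum (x axis) and tuSz1 (y axis), coloured by where the adjusted p-value was under 0.05. Of the genes, 676 were called in both mutants in the same direction, 16 in opposite directions, 957 only in hopTum and 793 only in tuSz1.

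Lists of immune genes fixed before the data were examined were tested with a rotation test, adjusted over 15 list and comparison pairs. For the 9 tested JAK/STAT targets of 13 listed, the median log2 fold change against w1118 was 5.2 in hopTum (adjusted p = 3.48e-05) and 4.92 in tuSz1 (adjusted p = 5.06e-05). In hopTum 8 were called over all genes and 8 when adjusted over the list alone; in tuSz1 these counts were 6 and 7. TotA was at 609 ± 138 CPM in w1118, 20058 ± 2701 in hopTum and 18455 ± 3626 in tuSz1, with no difference between the mutants (log2 fold change -0.12, SE 0.34, adjusted p = 0.867, edgeR). TotC rose from 2.45 ± 1.91 CPM to 3912 ± 497 and 4848 ± 1727. Tep1 was at 47.7 ± 8.73, 1760 ± 512 and 239 ± 79.1 CPM in w1118, hopTum and tuSz1, lower in tuSz1 than in hopTum (log2 fold change -2.88, SE 0.37, adjusted p = 6.87e-04, edgeR). The setting that moved the JAK/STAT medians most was the restriction to single-transcript genes, with 8.96 in hopTum and 8.05 in tuSz1 over 7 genes.

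Lamellocytes are large blood cells that form in response to parasites or in melanotic tumour mutants. For the 10 tested markers of 12 listed, the median log2 fold change against w1118 was 1.8 in hopTum (adjusted p = 1.55e-05, rotation test) and 1.25 in tuSz1 (adjusted p = 8.36e-05). Over all genes 5 were called in hopTum and 3 in tuSz1, and over the list alone 7 and 6. The size of the lamellocyte medians depended on the setting. Over the 2 single-transcript genes they were 10.28 in hopTum and 7.6 in tuSz1. Under total count scaling they were 1.45 and 0.49. PPO3 rose from 5.27 ± 2.41 CPM in w1118 to 11507 ± 1563 in hopTum and 1552 ± 148 in tuSz1, and the mutants differed by a log2 fold change of -2.89 (SE 0.39, adjusted p = 9.72e-04, edgeR). ItgaPS4 rose from 6.14 ± 3.05 to 5078 ± 785 and 1014 ± 241 CPM, with a difference between mutants of -2.32 (SE 0.41, adjusted p = 0.0047, edgeR). The 6 tested melanization genes, which include PPO3, had medians of 1.1 in hopTum and 0.82 in tuSz1 (adjusted p = 0.00446 and 0.00763, rotation test), the latter -0.07 under total count scaling. Of these, 3 were called in each mutant over all genes, 2 higher and 1, Sp7, lower, and 3 over the list alone. The higher genes were PPO3, with log2 fold changes of 11.09 in hopTum and 8.2 in tuSz1, and PPO1, with 2.04 and 1.46. The Sp7 calls, and that of PPO1 in tuSz1, were lost in some of the fits that each left out 1 replicate. The list was not tested without PPO3, so its result is not separate from that of the lamellocyte markers. With a replicate left out the melanization medians ran from 0.65 to 1.45 in hopTum and from 0.26 to 1.09 in tuSz1. With no filter on low counts the hopTum median was 0.22. Total count scaling moved the median of all genes in tuSz1 against w1118 from 0.08 to -0.7, so a fall of about this size is built in.

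For the 13 tested IMD targets of 16 listed, the median log2 fold change was -0.26 in hopTum against w1118 (adjusted p = 0.746, rotation test) and 1.03 in tuSz1 against w1118 (adjusted p = 0.0368). The difference between the mutants was 0.9 (adjusted p = 0.0701). Across 15 alternatives the adjusted p of the tuSz1 result ran from 0.0267 to 0.446 and stayed under 0.05 in 6. Under total count scaling the median in tuSz1 against w1118 was 0.23. That scaling moved the median of all genes in this comparison from 0.08 to -0.7, so a fall of about this size is built in. In tuSz1 5 genes were called over all genes, 4 higher and 1 lower, and 6 over the list alone; in hopTum the counts were 3, of which 2 higher and 1 lower, and 3. AttA was at 65.1 ± 22.3 CPM in tuSz1 against 1.06 ± 0.58 in w1118 and 0.93 ± 0.72 in hopTum (log2 fold changes of 5.93, SE 0.65, and 6.12, SE 0.66; adjusted p = 1.21e-04 and 2.77e-04, edgeR). AttA shares sequence with AttB, which was listed at 0, so its value is uncertain. Without AttA the remaining 12 genes had a median of 0.89 and an unadjusted rotation test p of 0.0963, a check added after AttA was seen. PGRP-LB rose to 32.2 ± 12.2 CPM from 8.7 ± 4.74 (log2 fold change 1.89, SE 0.46, adjusted p = 0.0159, edgeR) and PGRP-LF to 14.7 ± 7.73 from 5.16 ± 0.4 (1.5, SE 0.41, adjusted p = 0.0273). Both calls were lost in some of the fits that each left out 1 replicate. CecC was at 42.6 ± 4.01 CPM in hopTum, 7.43 ± 2.32 in tuSz1 and 1.09 ± 0.95 in w1118, higher in hopTum than in tuSz1 (log2 fold change of tuSz1 against hopTum -2.51, SE 0.53, adjusted p = 0.0126, edgeR). DptB was higher in hopTum than in w1118 (89.3 ± 41.9 against 4.99 ± 3.68 CPM, adjusted p = 0.0135, edgeR) and did not differ between tuSz1 and w1118 (adjusted p = 0.463). pirk fell from 4.39 ± 0.7 CPM to 0.25 ± 0.29 in hopTum and 0.15 ± 0.25 in tuSz1. Its call in hopTum was lost in some of the fits that each left out 1 replicate.

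For the 14 tested Toll targets of 18 listed, the medians were 7.5 in hopTum (adjusted p = 1.78e-04, rotation test) and 3.2 in tuSz1 (adjusted p = 8.79e-04), with all 14 higher in hopTum and 13 higher in tuSz1. Over all genes 11 were called in hopTum and 7 in tuSz1, and over the list alone 12 and 10. The medians use log2 fold changes from the fit, not folds against the floor. BomS5, a middle gene of the list in both mutants, had 2, 0 and 0 counts in w1118. Its log2 fold change was 7.44 in hopTum and 3.57 in tuSz1, where folds against the floor were 47.5 and 3.29. BomT3, at 0 in w1118, had 4.1 in tuSz1 and a fold against the floor of 0.884. The size of the Toll medians against w1118 is therefore uncertain. BomT2 was at 210 ± 102 CPM in hopTum, 2.66 ± 1.71 in tuSz1 and 0.6 ± 0.5 in w1118, and the mutants differed by a log2 fold change of -6.27 (SE 0.66, adjusted p = 3.64e-04, edgeR). Drs reached 1257 ± 1259 CPM in hopTum, where replicate 2 alone was at 2698 CPM, and did not differ between tuSz1 and w1118 (adjusted p = 0.936, edgeR). SPE rose from 16.3 ± 1.8 CPM to 130 ± 39.7 in hopTum and 116 ± 62.4 in tuSz1. The Bom genes are short and similar to each other, and their separate values are uncertain.

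Other lists fixed beforehand were tested the same way, adjusted over 21 tests. For the 4 tested markers of plasmatocytes, the phagocytic blood cells, of 7 listed, the median log2 fold change was 0.71 in hopTum against w1118 (adjusted p = 0.00189, rotation test), with 2 genes higher and 2 lower, and -0.64 in tuSz1 against hopTum (adjusted p = 0.00189), with all 4 lower. It was 0.16 in tuSz1 against w1118 (adjusted p = 0.799). Of these markers 2, 1 and 1 were called in hopTum against w1118, tuSz1 against hopTum and tuSz1 against w1118, over all genes as over the list alone. The calls were Sr-CI and NimC1, then Sr-CI, then NimC1. Sr-CI was at 0 CPM in w1118, 9.42 ± 2.55 in hopTum and 0.09 ± 0.09 in tuSz1. The marker eater was at 60.98 ± 26.95 CPM in w1118 and 51.06 ± 15.52 in hopTum. The list was not tested without Sr-CI, so its results may rest largely on that gene. Components of the IMD pathway, 6 tested of 11, and of the Toll pathway, 5 tested of 8, did not pass in any comparison (adjusted p from 0.151 to 0.65 and from 0.497 to 0.895). The 2 male dosage compensation RNAs, roX1 and roX2, passed in hopTum against w1118 (-1.74, adjusted p = 0.00822) and in tuSz1 against hopTum (1.31, 0.0488). Larval serum and fat body protein genes, 2 tested of 6, passed in tuSz1 against w1118 only (2.96, 0.0488).

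**Figure D3:**
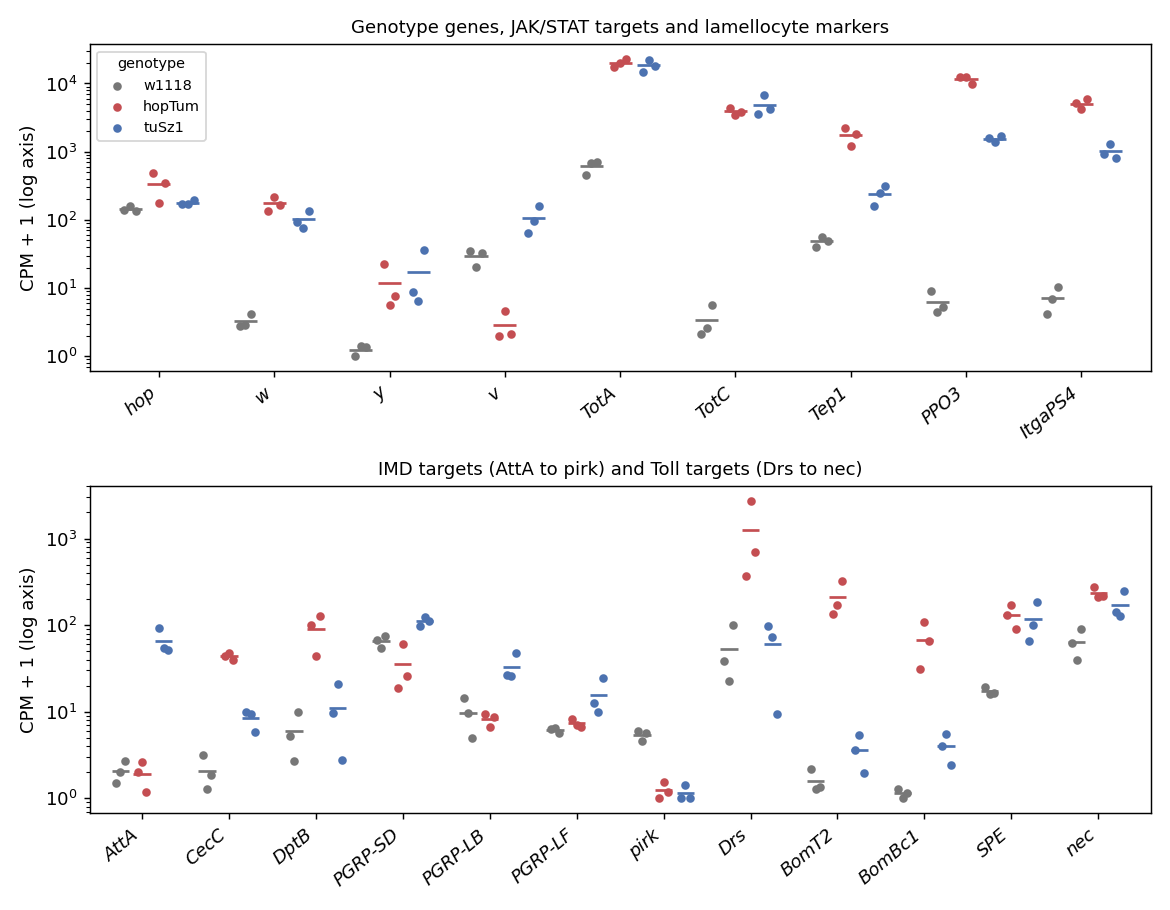
CPM plus 1 on a log axis for genotype genes, JAK/STAT targets and lamellocyte markers (upper panel) and IMD and Toll targets (lower panel), where points are the 3 libraries of each genotype and lines are their means. AttA was near 1 CPM in w1118 and hopTum and between 50.52 and 90.7 CPM in tuSz1, while PPO3 was at 11507 CPM in hopTum and 1552 in tuSz1.

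Genes that follow larval age were examined because whole larvae of unequal age would differ in them. The salivary glue genes were at high counts in 8 libraries and nearly absent from tuSz1 replicate 3: Sgs3 had 163914 and 141461 counts in tuSz1 replicates 1 and 2 and 30 in replicate 3. The mean log2 CPM of 6 glue genes was 10.78 to 11.13 in hopTum and 12.34 to 12.85 in w1118, without overlap; Sgs3 was at 3775 ± 1125 CPM in hopTum and 20700 ± 3637 in w1118, and Sgs7 at 2577 ± 334 and 12250 ± 842. As a list the 9 glue and ng genes did not pass in hopTum against w1118 (median log2 fold change of -1.08, adjusted p = 0.497, rotation test), in a model whose spread is shared with tuSz1. These libraries are not described as separate batches, and 1 library is too few to recompute the comparison within it. ng3, a gene of the salivary gland, was at 2709 ± 986 CPM in tuSz1 against 168 ± 112 in w1118 and 141 ± 72.1 in hopTum (log2 fold changes of 4.02, SE 0.6, and 4.27, SE 0.61; adjusted p = 9.63e-04 and 0.00138, edgeR). Lsp1gamma, a larval serum protein gene, was at 8615 ± 4359 CPM in w1118, 38599 ± 18787 in hopTum and 81768 ± 39142 in tuSz1, and was called higher in both mutants than in w1118 (adjusted p = 0.0188 and 0.00281, edgeR).

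**Figure D4:**
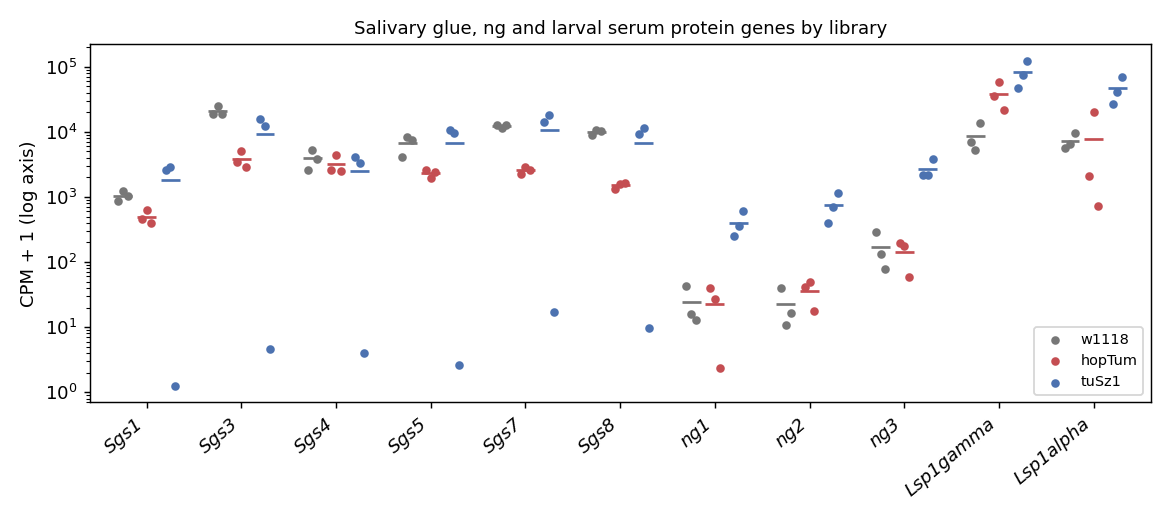
CPM plus 1 on a log axis for salivary glue genes, ng genes and larval serum protein genes, where points are the 3 libraries of each genotype and lines are their means. tuSz1 replicate 3 lay at 3.575 CPM for Sgs3 and at 3848 CPM for ng3.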

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

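The tests of the scaling, the counting of transcripts, the Bom genes and the glue gene level in this part were chosen after the results were seen.

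Toll targets differed between the mutants: the median log2 fold change of tuSz1 against hopTum was -2.64, with 13 of 14 genes lower in tuSz1, by a test of the difference itself. Its adjusted p ran from 2.6e-06 to 0.0195 over 15 alternatives. With a replicate left out the median ran from -3.15 to -1.61, and it was smallest in size without hopTum replicate 2. The adjusted p was 0.0051 with single-transcript genes only, so the counting of transcripts does not account for it in full. It was 0.00276 under total count scaling, which moved the median of all genes in this comparison from 0.03 to -0.39 and so cannot test whether normalization made the difference. With the same shift of the scaling applied the other way, which moved that median to 0.47, the Toll median was -2.46 with an adjusted p of 0.021, so a shift of this size does not account for the difference. The adjusted p was 0.0113 with the glue gene covariate, which mostly marks tuSz1 replicate 3 and so does not test larval age. The Bom genes in this list are similar to each other. Without them the other 6 Toll targets had a median of -1.34, with 5 lower and 1 called. The called gene was Drs (adjusted p = 0.0473, edgeR), which was uneven in hopTum, at 371.6, 2698 and 700 CPM. Its call was lost in some of the fits that each left out 1 replicate. The rotation test of the 6 genes gave an unadjusted p of 0.0461, close to the threshold. This goes only weakly against sharing of reads between Bom genes as the whole of the difference. A lower Toll response in tuSz1 than in hopTum cannot be told apart from an effect of strain background or larval age.

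Lamellocyte markers also differed: the median was -1.1, with 9 of 10 genes lower in tuSz1, and the adjusted p ran from 2.84e-06 to 0.00217 over 15 alternatives. It was 2.84e-06 over the 2 single-transcript genes. It was 0.00217 under total count scaling and 0.00301 with that shift the other way (median -0.64), which goes against normalization, and 0.00116 with the glue gene covariate, which leaves larval age open here too. Fewer lamellocytes, or less expression per cell, in tuSz1 is a hypothesis that these whole-larva counts cannot separate.

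A further pattern was 16 genes called in opposite directions against w1118, 10 higher and 6 lower in tuSz1. All 16 were also called between the mutants. Opposite differences from the same w1118 libraries add up between the mutants, so that call was nearly built in and is no separate evidence. The 16 genes include v, CG6296, CG4835, Ugt35C1 and ppk13. In tuSz1 against w1118 the calls of v and CG6296 were lost in some of the fits that each left out 1 replicate. Under total count scaling 4 of the 16 were again called in opposite directions, among 20 such genes in total. That scaling moved the median of all genes from -0.05 to -0.41 in hopTum and from 0.08 to -0.7 in tuSz1, so a loss of small rises is built in, and this count does not tell whether normalization made the pattern. DESeq2 size factors kept 15 of the 16, single-transcript genes 12, the glue gene covariate 10 and the replicate block 7.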

How the results depend on the processing

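With single-transcript genes only (chosen after seeing the data) 1032, 959 and 636 genes were called for hopTum against w1118, tuSz1 against w1118 and tuSz1 against hopTum, and 412 the same way in both mutants. With the replicate block the counts were 1131, 986 and 504, 204 for tuSz1 against both others, and 7 in opposite directions in the 2 mutants; the mean correlation of same-numbered libraries was 0 for hopTum and w1118 and -0.08 for tuSz1 and w1118. Total count scaling gave 1408 genes between the mutants and the DESeq2 Wald test 1365, with 585 for tuSz1 against both others. Fits that each left out 1 replicate gave from 823 to 1538, from 786 to 1487 and from 507 to 842 genes, from 363 to 721 the same way in both mutants, and from 223 to 387 for tuSz1 against both others. The cause was not tested for any of these.

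The IMD target result of tuSz1 against w1118 no longer passed under total count scaling (0.23), no filter (0.87), fits of 6 libraries (0.87), the replicate block (1.15) or single-transcript genes (0.83), and ran from 0.63 to 1.54 with a replicate left out, not passing in 4 of those 6 fits. Between the mutants it passed only with camera (0.9), with an adjusted p of 0.0464, among these alternatives. In hopTum against w1118 it ran from -0.57 to 0.24 with a replicate left out, reversing without w1118 replicate 3, and was -0.65 under total count scaling. The JAK/STAT targets between the mutants passed under DESeq2 size factors (-0.14), total count scaling (-0.55) and no filter (-0.14), and ran from -0.49 to -0.1 with a replicate left out, passing without hopTum replicate 2 (adjusted p = 0.00863) and without tuSz1 replicate 2 (0.0341), 5 of 15 alternatives in all. Melanization genes moved to -0.07 under total count scaling in tuSz1 against w1118, still passing (adjusted p = 0.0119). That scaling moved the median of all genes in this comparison from 0.08 to -0.7. A fall of about this size, that of the IMD targets to 0.23 included, is therefore built in. Between the mutants the melanization genes passed at -0.75 under that scaling, which moved the median of all genes there from 0.03 to -0.39. They ran from -0.78 to 0.02 with a replicate left out, and passed without tuSz1 replicate 3 (adjusted p = 0.0384). A test outside these alternatives, which shifted the scaling from TMM away from total counts, put the IMD targets between the mutants at 1.21 (adjusted p = 0.0475), the JAK/STAT targets at 0.33 (0.664) and the melanization genes at 0.24 (0.869). It put the IMD targets against w1118 at 1.69 in tuSz1 (0.0112) and 0.09 in hopTum (0.28). The median of all genes was then 0.47 between the mutants, 0.88 in tuSz1 and 0.33 in hopTum against w1118, so rises are built in. The Toll and lamellocyte results kept their direction and side of the threshold in all 15 alternatives of each comparison, as did the JAK/STAT targets of each mutant against w1118. For the moves not built into the scaling, the cause was not tested.

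With the replicate block, hop in hopTum against w1118 was at 1.14 with an adjusted p of 0.06 (edgeR). For hop, tuSz1 against w1118 reversed to -0.5 under total count scaling, where a fall of about this size is built in. For y, tuSz1 against hopTum reversed to -0.06 under total count scaling and -0.25 with the glue gene covariate, and ran from -0.71 to 1.5 with a replicate left out. Of 2190 values of named genes, 1990 kept direction and call, 193 lost the call, 3 gained it and 4 reversed. Leaving out a replicate lost the call at least once for 15 of 52 named genes in hopTum against w1118, 15 of 45 in tuSz1 against w1118 and 7 of 31 between the mutants, and changed no sign among them. Of 114 counts by direction, 27 moved. Depth limited genes near the floor of 3 counts, whose folds against that floor are lower bounds.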

Other observations

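In this part, the tests of larval stage by list, sex and sample splits were fixed before the results were seen; all others were chosen after. In each comparison 1 of the 4 splits that part all same-numbered pairs gave as many called genes as the real grouping. That 1 is the real grouping itself, so the share could not have been lower and says nothing either way. The other 9 of all 10 splits gave 0 genes in each comparison. In them 67 to 595, 76 to 501 and 100 to 1197 genes were at an unadjusted p under 0.05. Each of these splits mixes both genotypes in each arm, so genotype differences widen the spread there. Their 0 calls were therefore nearly built in and do not support the real grouping. The splits outside those 4 part 1 pair.

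Larval age may contribute to the tuSz1 differences. Glue and larval serum protein genes, tested as 1 list of 11 in either direction, differed in tuSz1 against w1118 and against hopTum (adjusted p = 0.00314 in each) and did not pass in hopTum against w1118 (0.196). This does not show hopTum and w1118 to be of equal age: their glue gene levels did not overlap and Lsp1gamma was called higher in hopTum, as the report gives. That Lsp1gamma call was lost in some of the fits that each left out 1 replicate. Lsp1alpha, the other serum protein gene tested, was uneven in hopTum, at 2088, 20170 and 725 CPM in replicates 1 to 3. In w1118 it was at 5674, 6574 and 9666 CPM. With the glue gene level as a covariate 67.6% of tuSz1 against w1118 calls, 92.5% of tuSz1 against hopTum calls and 87% of hopTum against w1118 calls were made again, but this says little about age. The covariate was 12.93 and 12.94 in tuSz1 replicates 1 and 2, close to w1118, and 2.21 in replicate 3, so it mostly marks that 1 library, and larval age cannot be told apart from genotype here.

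tuSz1 replicate 3 lacked glue gene counts. Of 223 genes that part tuSz1 replicates 1 and 2 from both other genotypes, 91.9% lay closest to tuSz1 in replicate 3, which goes against a mislabelled sample. If replicate 3 lay further along a timing axis that also parts tuSz1 from w1118, its change should correlate with that difference. In the version of this test computed first, the Spearman rho across genes was 0.104, under the 0.2 set for this. The mean of replicates 1 and 2 enters both sides of that statistic with opposite sign, which pulls rho down, so a version with separate libraries was computed second; it gave 0.169, also under 0.2. Genes are not independent replicates. Other values go with such an axis. On the first principal component, the axis of largest spread among libraries, replicate 3 was at 86.13. Replicates 1 and 2 were at 36.63 and 40.41, and w1118 ran from -57.65 to -88.4. Replicate 3 itself helped to set that component. ng1, ng2 and ng3 were also highest in replicate 3, at 596.7, 1141 and 3848 CPM. Timing is thus left open for this library, and a single library does not allow more.

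A difference in sex ratio could raise or lower male genes together. The larger rotation test p of the roX RNAs and the male germline genes was 0.86, 0.412 and 0.507 in hopTum against w1118, tuSz1 against w1118 and tuSz1 against hopTum. The roX RNAs alone were lower in hopTum than in w1118 (median log2 fold change -1.74, unadjusted p = 0.00117, adjusted p = 0.00822, rotation test). They were higher in tuSz1 than in hopTum (1.31, unadjusted p = 0.0116, adjusted p = 0.0488), while male germline genes did not pass in either comparison. Both roX genes have several transcripts.

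Thinning to equal depth left 1639, 1453 and 875 genes, and the Spearman rho of log2 fold change with exonic length was -0.017, -0.175 and -0.16, so neither depth nor length is a likely main cause. GC content was not tested. Genes at the floor in all libraries of 1 genotype and at 5 CPM or more in all of the other numbered 18, 18 and 4. In both comparisons with w1118 2 of the 18, TotE and TotF, were neighbours, more than in 98.1% and 98.2% of 10000 matched random sets; between the mutants 0 of 4 were, above 0% of sets. A deletion or haplotype at TotE and TotF in w1118 and joint induction of both genes in the mutants would each give this, and the counts cannot tell them apart.

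Counts at 0 for genes with several transcripts were tied to exon structure: 97.7% of genes with no exon base unique to 1 transcript were at 0, against 8.2% of those with 500 or more. This is consistent with reads shared between transcripts not having been counted. The rise of AttA in tuSz1 was joined by 3 of 12 other IMD targets called higher, a count that does not bear on whether reads are shared between AttA and AttB. Sharing of reads between AttA and AttB was not tested. Of the 3 targets, PGRP-LB and PGRP-LF lost the call in some of the fits that each left out 1 replicate.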
